A study of Mus musculus with 5 samples. Its data were reported in "Regulatory B cells contribute to allergen-encapsulating nanoparticle immunotherapy efficacy for food allergy" (2026).

How the data were processed

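Single-cell RNA-Seq was performed on the small intestine lamina propria (SILP) of female BALB/cJ mice in a model of egg allergy. Mice were sensitized i.p. with 20 μg of ovalbumin (OVA) in 1 mg of alum on days 0 and 14. They received PBS or 2.5 mg of OVA-loaded nanoparticles (OVA NPs) i.v. on days 28 and 42, and then oral food challenges (OFCs) with 10 mg of OVA after a 5-hour fast. Per the labels, epithelium was stripped with 5 mM EDTA before digestion, lymphocytes were enriched on Percoll, part of the B cells was removed with CD19 beads, and dead cells were removed. Cells were then fixed and profiled with the 10x Genomics Flex assay, in which pairs of gene-specific probes are ligated on the transcript and counted by unique molecular identifier (UMI). Shares of epithelial and B-lineage cells can therefore be set by the preparation.

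The deposited matrices held raw UMI counts per gene and barcode, made by the authors with Cell Ranger on the mouse genome GRCm38. The submitters' processing notes name version 8.8.0, whereas the header of each matrix names 8.0.0. All barcodes were present, 1940973 over the 5 libraries, most of them empty droplets, and no correction for background RNA, doublet removal or cell filter had been applied. Each library was a pool of 3 to 4 mice and each group had 1 library, so no statistical test between groups was possible and none was made. The study removed background RNA and doublets, filtered cells per cluster, integrated the libraries and assigned cell types by its own annotation. No annotation of cells was used here, so all cell types were rebuilt, and a difference from the study may come from the rebuilt names.

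Barcodes were called as cells at the lowest point of the density of log10 UMIs between the background mode and the cell mode of each library, never under 200 UMIs. These minimums were 310 UMIs for the PBS library pre-OFC 1, 246 for PBS and 235 for OVA NP post-OFC 4, and 513 for PBS and 339 for OVA NP post-OFC 7. They left 85246 barcodes. Per cluster, cells below the median minus 2 median absolute deviations in log genes or log UMIs were removed, with a gene floor never above 200, as were those above the median plus 2 deviations in mitochondrial share, with a limit never under 10%. This left 82966 cells. The automatic threshold of Scrublet marked at most 0.0548% of cells in a library and so did not work. The top 5% of doublet scores in each library were removed in its place, which left 79051 cells.

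Counts were log-normalized, and 3000 highly variable genes without immunoglobulin and T cell receptor variable genes entered 30 principal components. A graph of 20 neighbors was clustered by the Leiden method at resolution 1 on all libraries together, without integration, and gave 48 clusters. A cluster was named from 36 fixed marker sets if at least 3 markers with 20 or more UMIs gave a mean log2 enrichment of at least 1. T cell sets were considered only where CD3 genes were enriched, and those of innate lymphoid cells only where they were not. Among sets that passed, the highest score gave the name. A cluster stayed unnamed if a set of another lineage also passed, if its 10 leading genes held more markers of another class, or if it held immunoglobulin transcripts at over 1.2 times the background without being of the B lineage. Clusters whose summed profile correlated with that of the low-UMI barcodes at 0.96 or more, and whose immunoglobulin share was 0.6 to 1.5 times that of the background, were treated as background-like and left unnamed. In the rule on a second passing set, sets of 1 lineage were not set against each other. The lineages were T cells, the B lineage, dendritic cells, mast cells with basophils, macrophages with monocytes and cDC2s, innate lymphoid cells, stroma and epithelium. Several named clusters thus also passed another set of their lineage, such as CD4 T-like cells those of CD8 and γδ T cells and mast-like cells that of basophils. The rule on leading genes could act within a lineage, as for cluster 24, which passed the CD4 T cell set but had more leading genes of CD8 T cells. The correlation threshold was set after seeing the data. In all, 33 clusters were named, as "X-like" cells. Unnamed clusters of at least 500 cells that did not have the background profile are given by number.

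Shares are percentages of all kept cells of a library, with exact Clopper-Pearson 95% intervals. For gene levels, raw counts were summed per class and library and expressed as CPM, with the UMIs of the class without immunoglobulin genes as the total. Log2 ratios have exact conditional intervals based on Poisson counts. All intervals cover counting error only, not variation between mice or libraries. Those of UMI shares and gene levels treat each UMI as independent, so the sampling of cells is left out. A fold against 0 counts was computed against a floor of 3 counts per library and is a lower bound. Genes were compared in classes with at least 100 cells in each library of the pair and, for a count of genes 2-fold apart, at least 50 UMIs over the pair and 20 CPM in the higher library. Cluster 16 post-OFC 4 was an exception, with 93 cells in the PBS library. The 59 probes that the maker marks as deprecated were left out, and the features numbered 32344. Gene lists were fixed before the data were examined, as were the marker sets, the main settings and the rule for naming genes. For each list, the members with at least 50 UMIs over the pair were counted as higher or lower at a ratio of 1.5, and the median log2 ratio was placed among those of 10000 random lists matched on mean expression. This percentile describes the 2 libraries and is not a test. Over all classes and comparisons, 721 list medians were computed, of which 107 lay above percentile 97.5 and 112 below percentile 2.5.

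Named genes were those at least 2-fold apart in the same direction post-OFC 4 and post-OFC 7 in a class, up to 5 each way. In B-like and plasma-like cells, the 10 highest and 10 lowest post-OFC 7 were added, as were the 5 highest and 5 lowest of each class over the PBS course and the members of the fixed lists. A level of at least 0.5 times that over all called cells was required, against background RNA. To compare shares of cells with a UMI, cells were thinned to 500 UMIs, and shallower cells were left out. Plasma-like cells were thinned to 1000 UMIs.

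The computation was tested on simulated counts drawn from the real means, with 200 genes changed by known folds in 20 draws. For B-like cells post-OFC 7, with 5459 genes measured, 99.8% of genes changed 4-fold, 98.2% of those changed 3-fold and 50.9% of those changed 2-fold were found at least 2-fold apart, while 15.6 unchanged genes per draw passed by counting error. The intervals held the true value for 95.9% of genes. The counts were drawn from the Poisson model that the intervals assume, so this coverage checks the computation only. Variation between cells or mice was not simulated, so the numbers of unchanged genes that passed reflect counting error alone. For mast-like cells, with 7314 genes measured, 42.8 unchanged genes passed per draw.

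Alternatives fixed before the data were examined were a minimum of 1000 UMIs per barcode, no per-cluster filters, no doublet removal, 0.5 and 2 times the resolution, components centered per library, immune cells only as denominator, subtraction of the background profile, scaling to all UMIs or by median-of-ratios factors, a minimum of 20 UMIs per gene and thinning. Added after seeing the data were 1 UMI minimum for all libraries, the background-like barcodes left out or counted as plasma-like cells, cells led by Ighg1, and clustering without 5 lists (type 2 genes, mast cell effectors, cytotoxicity, chemokines and proliferation), because genes of these lists also help to define the clusters in which they were compared. Scaling to all UMIs moved the median of all genes in plasma-like cells by -0.21 for OVA NP over PBS post-OFC 7, 0.20 post-OFC 4, and 0.35 for PBS post-OFC 7 over pre-OFC 1. Median-of-ratios factors moved that of mast-like cells by -0.14 post-OFC 7, that of Treg-like cells by 0.11 over the PBS course to post-OFC 7, and that of cluster 16 by 0.10 for OVA NP over PBS post-OFC 4.

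Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9. The positions of genes are those of the GENCODE annotation of GRCm38.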

Results

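To follow the intestinal immune response to a food allergen with and without nanoparticle immunotherapy, the SILP of OVA-alum–sensitized mice was profiled by single-cell RNA-Seq at 3 times. Allergic (PBS-treated) mice were sampled on day 45 before the first challenge (pre-OFC 1), on day 53 (post-OFC 4) and on day 60 (post-OFC 7). OVA NP–treated mice were sampled on days 53 and 60. Each group had 1 library, and no library had a replicate. Per the study, the PBS-treated mice sequenced post-OFC 7 had severe reactions, so reaction severity goes with treatment in comparisons at that time. The libraries held 33404231 UMIs for PBS pre-OFC 1, 30826535 for PBS and 32713823 for OVA NP post-OFC 4, and 61102689 for PBS and 41411188 for OVA NP post-OFC 7. In the same order, 12871, 15081, 18809, 15618 and 16672 cells were kept, with medians of 644, 604, 626, 1224 and 844 UMIs per cell. The allergic library post-OFC 7 was thus the deepest, and its UMI minimum of 513 was the highest, which bears on every share compared with it. Immunoglobulin transcripts made up 28.3% to 35.4% of the UMIs in low-UMI barcodes, so free plasma cell RNA was abundant in each library.

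The SILP held plasma-like, B-like, T-like and innate lymphoid cells, dendritic cells, granulocytes and mast-like cells. Plasma-like cells, the antibody-secreting cells of the mucosa, were the largest named immune class post-OFC 7, at 14.2% [13.7, 14.8] of the kept cells in allergic mice. ILC3-like cells, innate lymphocytes that make IL-22, were 5.14% of that library and 7.55% of the OVA NP library at the same time. A further 43.0% of barcodes pre-OFC 1 had a profile close to that of the background. These background-like clusters held 44.4% and 37.8% of barcodes in PBS and OVA NP mice post-OFC 4, and 38.3% and 37.4% post-OFC 7. In allergic mice post-OFC 7, 5817 of these barcodes lay in cluster 2. Mcpt1, Mcpt2, Krt19 and Apoa4 were among its leading genes, and it also passed the mast cell set at a score of 1.08. Cluster 0 held 161 barcodes of that library, but 5298 pre-OFC 1, 6459 and 7068 in PBS and OVA NP mice post-OFC 4, and 6123 in OVA NP mice post-OFC 7. They stayed in the denominator of each share. Shares of epithelial cells depend on the EDTA washes, and those of B-like cells on the partial depletion with CD19 beads.

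**Figure D1:**
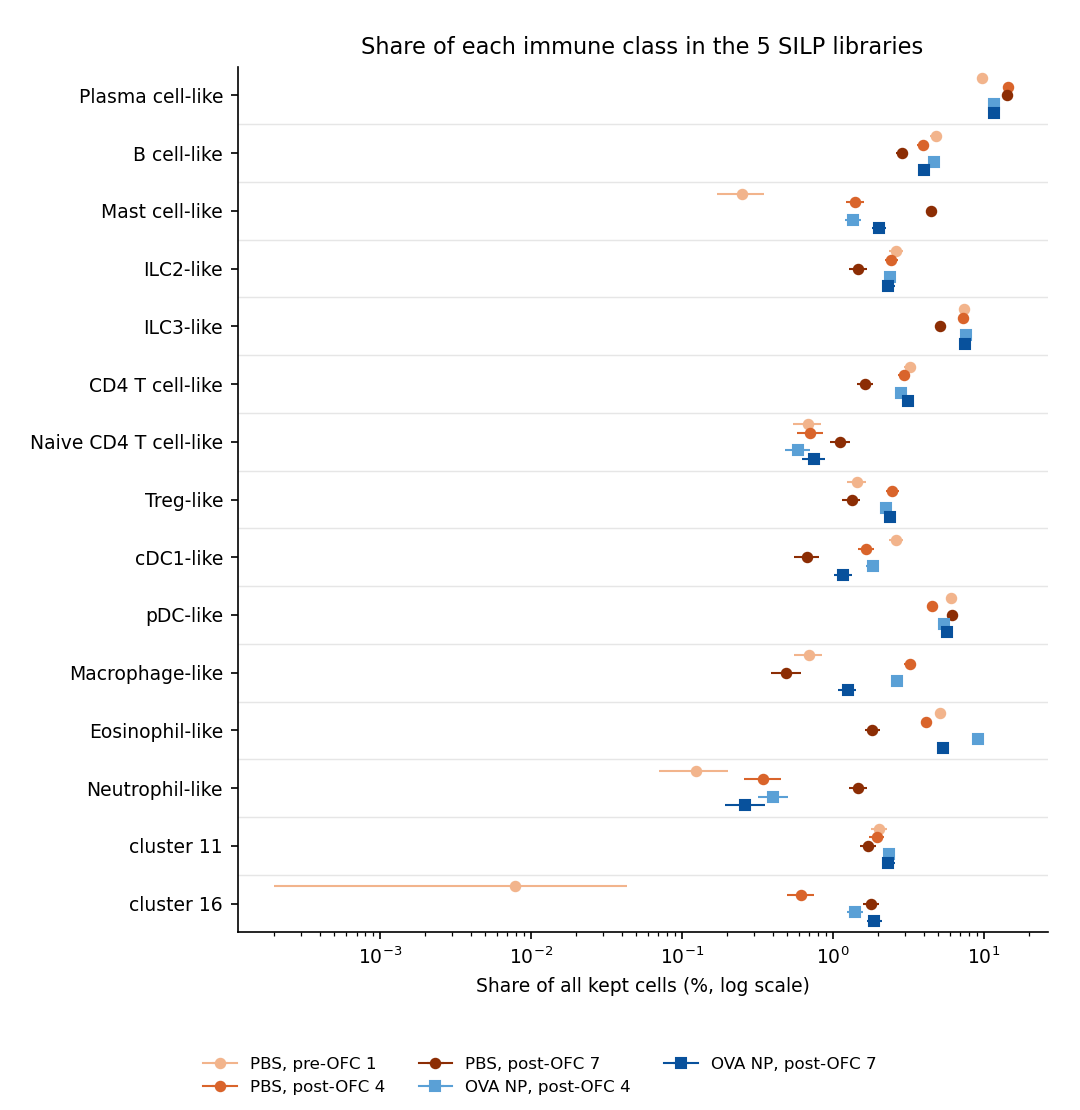
Share of 15 immune classes and clusters among all kept cells of each library (%, log axis); circles are PBS libraries, squares OVA NP libraries, and bars 95% Clopper-Pearson intervals, which cover counting error only. Mast-like cells rise from 0.249% pre-OFC 1 to 4.51% post-OFC 7 in PBS mice and reach 2.04% in OVA NP mice.

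Mast-like cells, the tissue cells that release proteases and histamine when IgE on their surface is cross-linked, made up a growing share over the challenges in allergic mice. They were 0.249% [0.170, 0.351] of cells pre-OFC 1 (32 cells), 1.41% post-OFC 4 (213 cells) and 4.51% [4.19, 4.84] post-OFC 7 (704 cells). The share post-OFC 7 was 18.1 times that pre-OFC 1 (interval, 12.7 to 26.7). In OVA NP–treated mice, mast-like cells were 1.37% post-OFC 4, 0.97 times the share in allergic mice (0.80 to 1.17), and 2.04% post-OFC 7, 0.45 times (0.40 to 0.52). Neutrophil-like cells moved alike, from 0.124% pre-OFC 1 to 1.47% post-OFC 7 in allergic mice, against 0.264% in OVA NP–treated mice post-OFC 7, a ratio of 0.18 (0.13 to 0.25). With 1 UMI minimum for all libraries, chosen after seeing the data, the rise of mast-like cells was 11.6-fold. A pair of clusters that held markers of both enterocytes and mast cells was kept out of these classes and made up 6.11% of the allergic library post-OFC 7 (955 cells). It held 1 cell in the allergic and 4 in the OVA NP library post-OFC 4. In OVA NP mice post-OFC 7 it held 0 of 16672 cells, with an exact upper limit of 0.0221%. Epithelial classes, whose shares depend on the EDTA washes, differed as well. Enterocyte-like cells were 0.598% pre-OFC 1, 0.458% post-OFC 4 and 3.43% post-OFC 7 in allergic mice, against 0.990% in OVA NP mice post-OFC 7, and enteroendocrine-like cells 0.163%, 0.066% and 1.09%, against 0.030%. Goblet-like cells were 2.99% pre-OFC 1 and 1.47% post-OFC 7 in allergic mice, but they came from 2 clusters that went opposite ways. Cluster 21, with immunoglobulin at 33.2% of UMIs beside 32.6% in the background, held 346 cells pre-OFC 1, 26 post-OFC 4 and 8 post-OFC 7. Cluster 30, with immunoglobulin at 8.13%, held 39, 9 and 222.

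Several granule genes of mast-like cells were lower in OVA NP–treated than in allergic mice post-OFC 7, by differing amounts. Cpa3, at 7419 against 9052 CPM, Mcpt4, at 4662 against 5675, and Tpsab1, at 184 against 275, were lower by less than 1.5-fold. Cma1 and Tpsb2, which encode a chymase and a tryptase of mast cell granules, were 4.56-fold and 4.49-fold lower (log2 ratio -2.19 [-2.31, -2.07] and -2.17 [-2.29, -2.04]). Mcpt1 (ENSMUSG00000022227; chromosome 14, 56017971 to 56020384, plus strand, GRCm38) encodes the mucosal protease known as MCPT-1, and was at 50074 CPM in OVA NP mice and 81318 in allergic mice (-0.70). The background also held more Mcpt1 in allergic mice, at 10199 CPM against 1915, as did B-like cells, at 1228 against 198. The mast cell effector list was lower in every other class in which it was measured post-OFC 7, with medians from -0.60 in cDC1-like to -2.86 in Treg-like cells. Genes for mediators went both ways: Tph1, which makes the serotonin precursor, was at -1.30, Ptgs1, a cyclooxygenase gene, at -1.56 and the cytokine Il6 at -1.36, while the leukotriene gene Alox5ap was at 0.78, the prostaglandin D synthase gene Hpgds at 0.60 and Il4 at 0.35. Alox5 and Ltc4s, also of leukotriene synthesis, were at -0.09 and 0.07. Of the 19 mast cell effector genes, 8 were lower and 2 higher by at least 1.5-fold, and the list's median of -0.29 lay at percentile 0.805 of random lists. Post-OFC 4, 3 were lower and 1 higher, with a median of -0.12 at percentile 4.1; Mcpt1 was then at -0.04, and at 0.03 when scaled to all UMIs. The genes of the IgE receptor moved little post-OFC 7, with Ms4a2, the β chain, at 0.06 [-0.05, 0.16]. Fcer1a, the α chain, was at 0.07, or -0.08 with median-of-ratios factors. Kit, the stem cell factor receptor, was higher in OVA NP mice, at 2073 against 1430 CPM post-OFC 7 (0.54) and 1864 against 1485 CPM post-OFC 4.

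**Figure D2:**
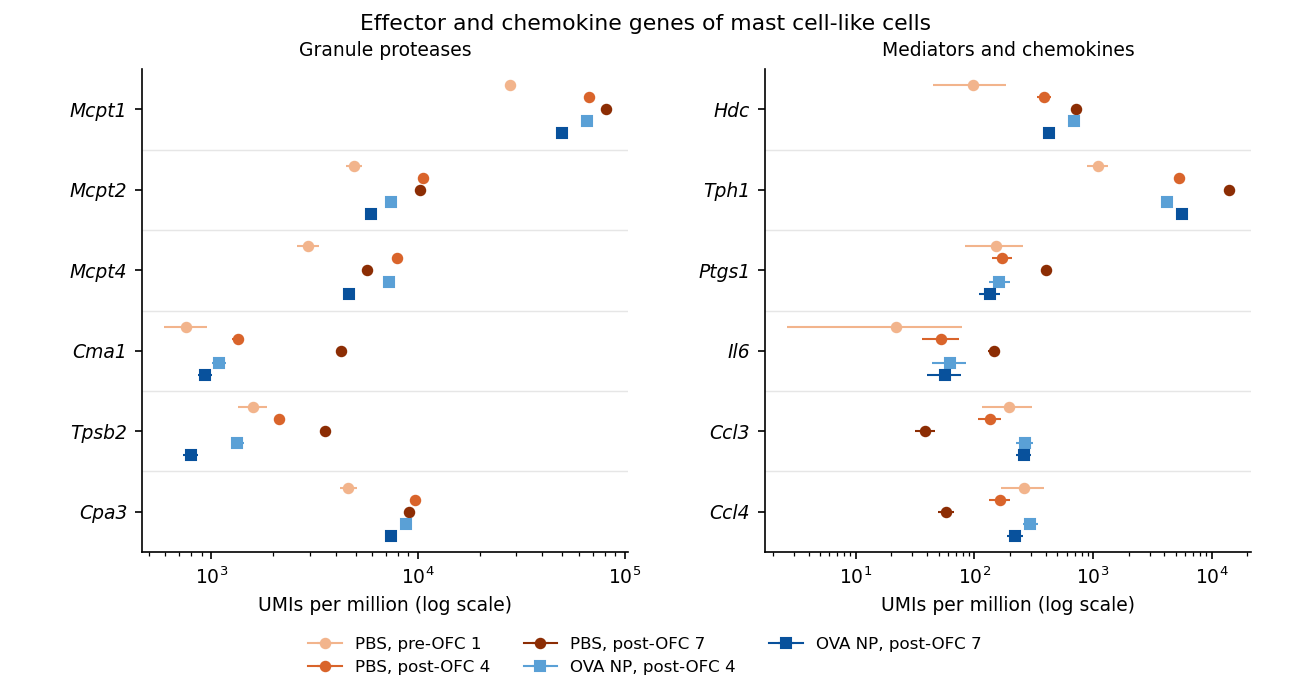
Levels of effector and chemokine genes in mast-like cells, in CPM without immunoglobulin genes (log axes); circles are PBS libraries, squares OVA NP libraries, and bars exact 95% Poisson intervals for counting error only. Cma1 is at 4241 in PBS and 930 in OVA NP mice post-OFC 7, while Ccl3 is at 38.4 and 261; the pre-OFC 1 points rest on 32 cells.

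Most protein folding genes were also lower in mast-like cells of OVA NP–treated mice post-OFC 7, while Ccl3, Ccl4 and most immediate early genes were higher. Of 11 measured genes of the unfolded protein response, which serves secretory cells, 8 were at least 1.5-fold lower post-OFC 7 and none higher, with a median of -0.995 below all random lists; the chaperone genes Calr and Sdf2l1 were at -1.15 and -1.12. The median post-OFC 4 was -0.42. The chemokine genes Ccl3 and Ccl4, which attract leukocytes, were at 2.77 and 1.93 post-OFC 7 and 0.98 and 0.87 post-OFC 4, and the chemokine list had a median of 1.13 (percentile 99.98; 2 of 4 measured members higher, 1 lower). In all, 18 genes were at least 2-fold higher and 4 at least 2-fold lower at both times, of 4728 measured. The higher genes included the activation-induced nuclear receptors Nr4a2 (2.79 and 2.48 post-OFC 7 and 4) and Nr4a3 (3.33 and 1.56), Egr2 (2.78 and 1.77) and Fosl2 (1.85 and 1.54). The lower ones were Serpina3g, a protease inhibitor gene (-2.77 and -1.45), the metallothionein gene Mt2 (-2.65 and -1.21), and the DNA replication genes Gins2 (-1.27 and -1.18) and Fen1 (-1.07 and -1.24). The list of immediate early genes, which also mark stress of tissue dissociation, had a median of 0.88 post-OFC 7 (8 of 12 higher, 2 lower, above all random lists) and 0.33 post-OFC 4, and Hspa1a, a heat shock gene, went the other way at -2.71. Mast-like cells clustered without the effector and chemokine lists shared 99.6% of their cells with the class used here, and gave -2.19 for Cma1, -0.70 for Mcpt1 and 3.00 for Ccl3 post-OFC 7.

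Plasma-like cells made up a smaller and B-like cells a larger part of the SILP in OVA NP–treated than in allergic mice. Plasma-like cells were 11.6% against 14.2% post-OFC 7, a ratio of 0.82 (0.77 to 0.87), and 11.8% against 14.5% post-OFC 4, a ratio of 0.81 (0.76 to 0.86). They were 9.80% pre-OFC 1. B-like cells were 4.05% against 2.87% post-OFC 7, a ratio of 1.41 (1.25 to 1.59), and 4.72% against 3.95% post-OFC 4, a ratio of 1.195 (1.08 to 1.33), or 1.07 (0.962 to 1.19) without the background-like barcodes. These shares come after removal of part of the B cells with CD19 beads, which could differ between preparations. The plasma ratio post-OFC 7 turned to 1.10 with a minimum of 1000 UMIs and to 1.02 with 1 UMI minimum for all libraries, so its direction depended on the minimum. A cluster with markers of both plasma cells and CD4 T cells was kept out of either class and held 0.654% of the OVA NP and 0.359% of the allergic library post-OFC 7.

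The share of Ighg1 among heavy chain transcripts of plasma-like cells differed between the groups post-OFC 7. In another cohort, the study reported serum titers of OVA-specific IgE and IgG unaltered by treatment, whereas these transcripts are not limited to OVA-specific cells. Ighg1 (ENSMUSG00000076614; chromosome 12, 113325240 to 113330523, minus strand), the constant region gene of IgG1, an isotype of type 2 responses in mice, took 0.250% [0.245, 0.256] of heavy chain UMIs in OVA NP–treated and 1.19% [1.18, 1.197] in allergic mice. That is a 4.74-fold lower share, a ratio of 0.211, which came to 0.133 with 1 UMI minimum for all libraries and 0.139 with a minimum of 1000 UMIs. In allergic mice, it had risen from 0.167% pre-OFC 1 through 0.664% post-OFC 4. In OVA NP mice it was 0.975% post-OFC 4, 1.47 times the share in allergic mice, so the order of the groups was opposite at the 2 times. Plasma-like cells led by Ighg1 were few: 2 pre-OFC 1, 8 in PBS and 19 in OVA NP mice post-OFC 4, and 28 and 4 post-OFC 7. By such cells, the log2 ratio of OVA NP over PBS was 1.23 [-0.03, 2.63] post-OFC 4, an interval that includes no difference. It was -2.61 [-4.58, -1.10] post-OFC 7. The opposite order at the 2 times thus rests on UMIs from few cells. The background followed the cells, with Ighg1 at 0.756% of its heavy chain UMIs in allergic and 0.323% in OVA NP mice post-OFC 7. Igha, the gene of the mucosal isotype IgA, took 98.1% and 98.9% of heavy chain UMIs post-OFC 7. Ighg2b, the gene of IgG2b, went the other way from Ighg1, at 0.069% in allergic and 0.108% in OVA NP mice. It led 2 and 1 cells. Ighe, the gene of IgE, was at 0.0114% in allergic and 0.0113% in OVA NP mice, close to its 0.0089% and 0.0119% in the background. Post-OFC 4, it was at 0.0110% in allergic and 0.0208% in OVA NP mice, with 0.0117% and 0.0114% in the background, and pre-OFC 1 at 0.0023%.

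**Figure D3:**
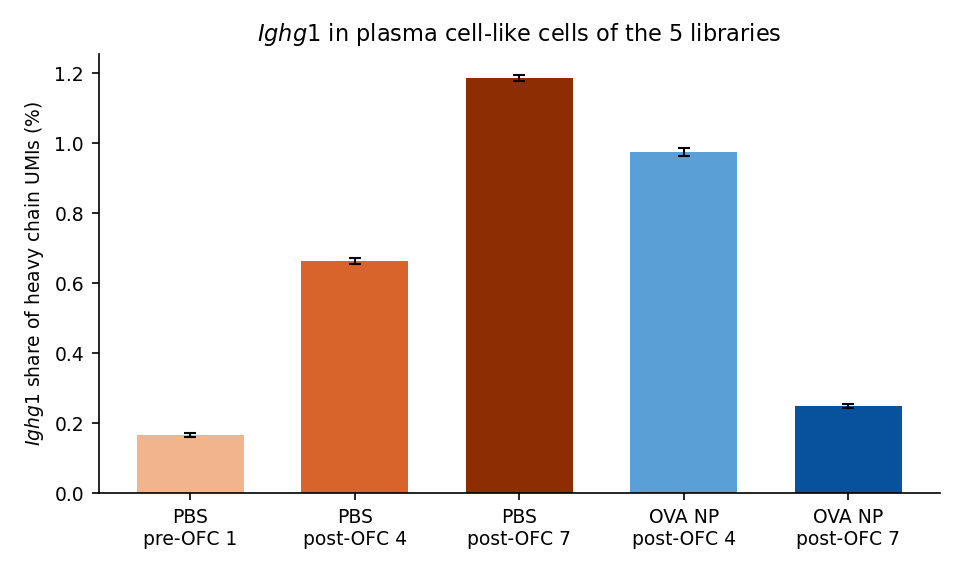
Share of Ighg1 among heavy chain UMIs of plasma-like cells in each library (%, bars from 0, with 95% Clopper-Pearson intervals for counting error of UMIs only, not for the sampling of cells). The share is 1.19% in PBS and 0.250% in OVA NP mice post-OFC 7.

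Because the study attributes part of the therapy to B cells, the genes of B-like cells were compared in OVA NP–treated and allergic mice. Fcer2a (ENSMUSG00000005540; chromosome 8, 3681737 to 3694175, minus strand), the gene of the low-affinity IgE receptor CD23, was at 1473 CPM in OVA NP and 1475 in allergic mice post-OFC 7, a log2 ratio of -0.00 [-0.14, 0.14]. Post-OFC 4, it was lower, at -0.23 [-0.37, -0.08]. Thinned to 500 UMIs, 47.6% of B-like cells in OVA NP mice (312 of 656, 19 left out) and 48.3% in allergic mice (217 of 449, 0 left out) had an Fcer2a UMI. The unthinned shares were 63.3% and 73.5%, at median depths of 918 and 1215 UMIs. In ILC3-like cells, which should lack Fcer2a, 0.080% and 0.374% had a UMI after thinning, at median depths of 1314 and 1581 UMIs.

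Il10 (ENSMUSG00000016529; chromosome 1, 131019845 to 131024974, plus strand), the anti-inflammatory cytokine gene of regulatory B cells (Bregs), was barely detected in B-like cells. It gave 9 UMIs in OVA NP and 12 in allergic mice post-OFC 7, a log2 ratio of -0.63 [-2.06, 0.74]. Without doublet removal, the direction turned to 0.94, with 35 against 15 UMIs. An Il10 UMI was seen in 0.762% [0.248, 1.77] and 1.56% [0.629, 3.19] of thinned B-like cells, or 1.33% and 2.45% unthinned. Thinned ILC3-like cells had 1.12% in both libraries and thinned plasmacytoid dendritic (pDC)-like cells 0.973% and 0.521%, so these shares were at the level of the background. In Treg-like cells, 32.6% and 25.0% had an Il10 UMI after thinning. With doublets removed, a difference in Il10 between B-like cells of the groups was not detectable at this depth.

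None of 10 measured MHC class II genes, which present antigen, was 1.5-fold apart in B-like cells post-OFC 7, with a median of 0.00 (percentile 35.5). A further list holds Breg markers from the literature that the study found higher in splenic B cells after OVA NP treatment, in other samples. It is incomplete, since it holds only the markers that the study names in its text, which are part of a longer list. Of these 25 genes, 10 were measured and none was 1.5-fold apart, with a median of -0.15, which turned to 0.08 with a minimum of 1000 UMIs and 0.04 with cells thinned. Post-OFC 4, H2-Aa, an MHC class II gene, was at -0.47. The general Breg list had a median of 0.57 (percentile 99.9) then, with Cd274, the gene of PD-L1, at 0.77 and the ectonucleotidase gene Entpd1 at 0.85, and a median of -0.08 post-OFC 7. The unfolded protein response list had a median of -0.40 post-OFC 7, below all random lists, though only 2 of 11 members were lower by 1.5-fold, Sdf2l1 at -1.13 and Manf at -0.71. Larger medians came from lists with few measured members, -2.29 for 4 mast cell effector genes and -0.74 for 3 cytotoxicity genes. In allergic mice post-OFC 7 over pre-OFC 1, the unfolded protein response list had a median of 0.44. Of 5452 genes measured in B-like cells, 23 were at least 2-fold higher and 34 at least 2-fold lower post-OFC 7, beside 15.6 passed by counting error in the simulation. Post-OFC 4, 38 were higher and 9 lower, and 0 of 4727 passed in the same direction at both times. The higher genes post-OFC 7 included Nr4a2 at 1.75, which was at 0.18 post-OFC 4, Msh3 at 1.53 and Maff at 1.40, and the lower ones Slc35b1 at -1.32, Thoc5 at -1.29 and Vmp1 at -1.17. With the background subtracted, 21 genes were higher and 20 lower. Over the PBS course, Socs3, a brake on cytokine signaling, rose by 2.59 post-OFC 7 and 2.57 post-OFC 4, and the receptor gene Lifr by 2.02 and 1.86.

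Proliferation genes of plasma-like cells rose over the challenges in allergic mice and were lower in OVA NP–treated mice post-OFC 7. The list, of which 9 genes were measured, had a median of 1.33 in allergic mice post-OFC 7 over pre-OFC 1, with all 9 at least 1.5-fold higher, and 1.04 post-OFC 4, with 7 higher. For OVA NP over PBS post-OFC 7, the median was -1.05, below all random lists, with 8 of 9 lower. Rrm2, a subunit of ribonucleotide reductase, was at -1.35, Birc5, which encodes survivin, at -1.36, and Mki67, the Ki-67 gene, at -0.61 (199 against 305 CPM). Post-OFC 4, the median was 0.28 (percentile 99.9), with 2 genes higher, among them Ube2c at 0.90. The cycling plasma cell cluster held 7.38% [6.33, 8.55] of plasma-like cells in allergic and 3.09% [2.37, 3.96] in OVA NP mice post-OFC 7, but 3.83% [3.07, 4.72] and 5.96% [5.01, 7.02] post-OFC 4. Clustered without this list, plasma-like cells shared 98.7% of the cells and gave a median of -1.16. Mast cell effector genes in plasma-like cells were at a median of 4.53 over the PBS course to post-OFC 7 and -1.29 for OVA NP over PBS.

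**Figure D4:**
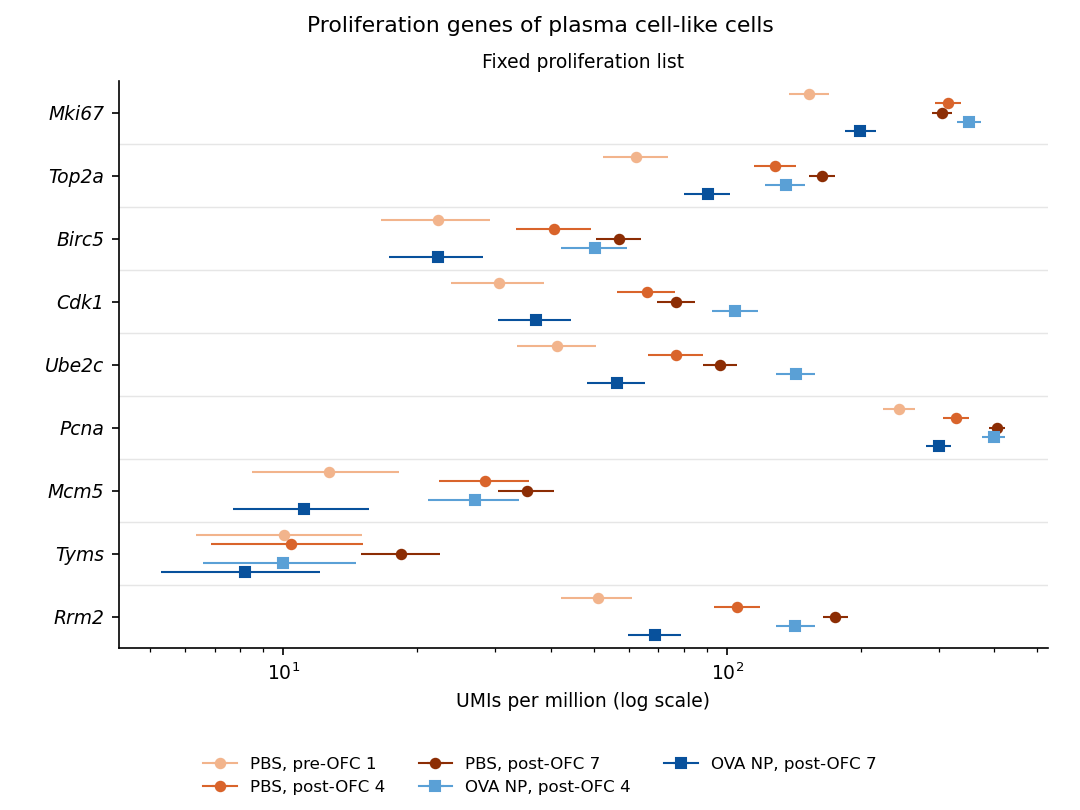
Levels of 9 proliferation genes in plasma-like cells, in CPM without immunoglobulin genes (log axis); circles are PBS libraries, squares OVA NP libraries, and bars exact 95% Poisson intervals for counting error only. Rrm2 is at 175 in PBS and 68.8 in OVA NP mice post-OFC 7.

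Of the other genes of plasma-like cells, among the lowest in OVA NP mice post-OFC 7 were the heat shock genes Hspa1b, with 6 UMIs against 443 (43.3-fold lower), and Hspa1a at -2.37, which tissue handling can also move. Mcm5 and Fbxo5, genes of DNA replication and mitotic entry, were at -1.67 and -2.00. Higher were the mitochondrial gene mt-Nd1 at 1.44 and the interferon-induced genes Ifi27 at 1.43 and Ifi27l2a at 1.38. The unfolded protein response list had a median of -0.25 (percentile 0.455) post-OFC 7, with no member 1.5-fold apart, and -0.05 post-OFC 4, or 0.15 when scaled to all UMIs. No gene of 6511 was at least 2-fold apart in the same direction at both times.

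Some type 2 genes of ILC2-like cells, innate sources of IL-5 and IL-13, rose in allergic mice, and some were lower with OVA NP treatment post-OFC 7. Of 10 measured members of the type 2 list, 4 were higher and 1 lower post-OFC 7 over pre-OFC 1, with a median of 0.17 (percentile 81.6), and 4 higher and 2 lower post-OFC 4, with a median of -0.10 (percentile 22.0). Il5, which sustains eosinophils, rose by 3.84 post-OFC 7 and 2.95 post-OFC 4 over pre-OFC 1, and Il13 by 1.87 and 2.46. The IL-33 receptor gene Il1rl1 rose by 3.08 and the growth factor gene Areg by 1.58 post-OFC 7, while Il4 was at 318 CPM pre-OFC 1, 304 post-OFC 4 and 248 post-OFC 7. In OVA NP mice post-OFC 7, Il5 was 6.12-fold lower than in allergic mice (-2.61 [-3.52, -1.80]; 29.1 against 178 CPM) and Il1rl1 was at 85.4 against 419 CPM, while Il13 was at 293 and 340 CPM. The type 2 list had a median of -0.44 (percentile 0.21) with 3 of 10 members lower. Post-OFC 4, its median was 0.12, with Il5 at -0.30 and Il13 at -0.96. Mast cell effector genes moved with these genes in ILC2-like cells, at a median of -1.96 for OVA NP over PBS post-OFC 7 (4 of 6 measured lower, 1 higher) and 3.64 over the PBS course. At both times, 4 genes were at least 2-fold higher in OVA NP mice, Hey1, a target of Notch signaling (3.35 post-OFC 7 and 1.12 post-OFC 4), Ets2, Rnf125 and Tmem260, and 2 were lower, Bcl3 (-2.00 post-OFC 7) and the peroxiredoxin gene Prdx1 (-1.42). Hey1 had fallen by 3.68 in allergic mice, and Cyp11a1, the first enzyme of steroid synthesis, had risen by 4.77 (from 4 to 100 UMIs). Cyp11a1 is also a leading gene of mast-like cells, where it was at 2959 CPM beside 81318 of Mcpt1 in allergic mice post-OFC 7. In ILC2-like cells of that library, Cyp11a1 was at 225 CPM beside 825 of Mcpt1. Clustered without the type 2 list, ILC2-like cells shared 98.3% of the cells and gave 2 of 10 members lower and a median of -0.44.

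Cluster 16, an unnamed cluster with markers of T cells and of ILC2s, was nearly absent before the challenges. It passed the marker sets of Th2 cells at a score of 2.09 and of CD4 T cells at 2.08, but more of its leading genes, among them Areg, Il13, Il1rl1 and Gata3, were markers of ILC2s. The Th2 set, with 4 of the leading genes, also holds Il13, Il1rl1 and Gata3. Whereas the ILC2-like cluster was at a log2 of -1.145 for CD3 genes, cluster 16 was enriched in them at 2.396. It held 1 cell (0.0078%) pre-OFC 1, 93 (0.617%) and 265 (1.41%) in PBS and OVA NP mice post-OFC 4, and 280 (1.79%) and 315 (1.89%) post-OFC 7. The share was 2.28 times higher in OVA NP mice post-OFC 4 (1.80 to 2.93) and 1.05 times post-OFC 7 (0.89 to 1.24). Clustered without the type 2 list, 94.4% of these cells stayed in 1 cluster, with ratios of 2.26 and 1.08, and Il10 remained among the clustering genes. Within that clustering, the type 2 list had a median of -0.46 (percentile 0.1) for OVA NP over PBS post-OFC 7, with 3 of 8 members lower, and 0.10 (percentile 63.1) post-OFC 4, with 1 of 7 higher and 1 lower. Il13 was at -1.27 post-OFC 7 and -1.50 post-OFC 4, and Il1rl1 at -1.27 and 0.61. The values post-OFC 4 rest on 87 cells of the allergic library in that clustering, under the minimum of 100 cells set for comparing genes. Mast cell effector genes were lower by more post-OFC 7, with a median of -2.29 and 8 of 10 members lower.

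**Figure D5:**
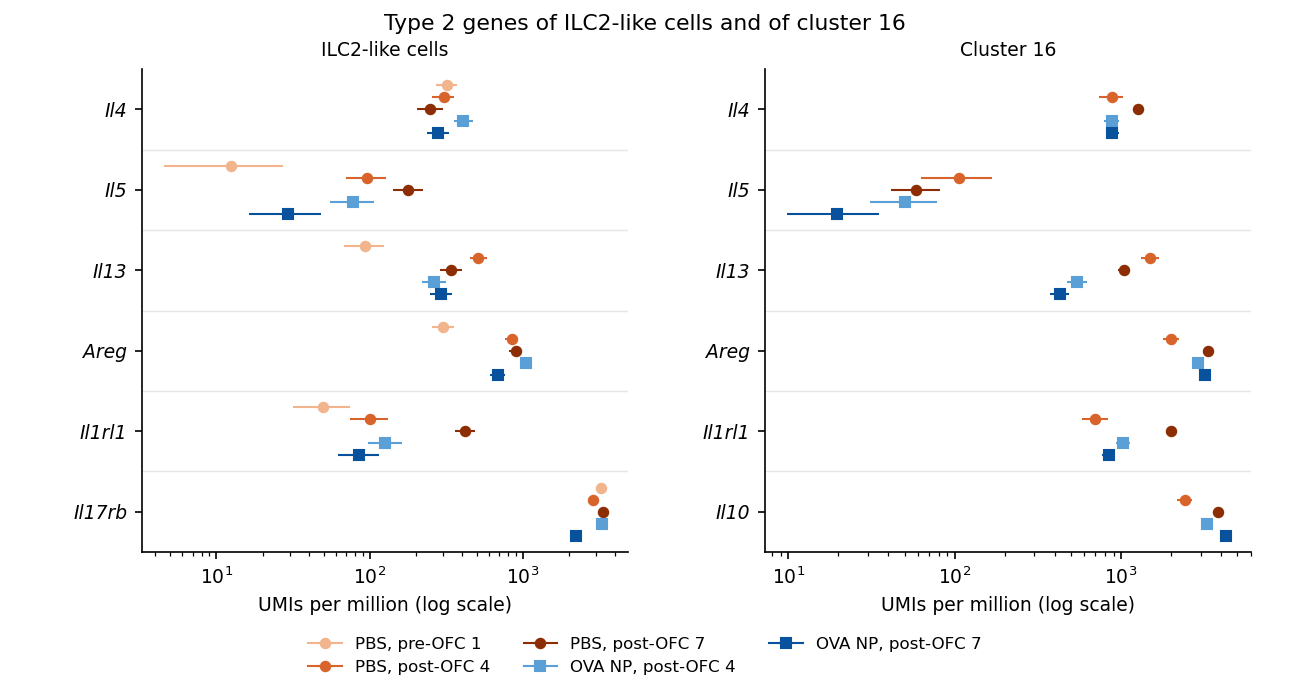
Levels of type 2 genes in ILC2-like cells and in cluster 16, in CPM without immunoglobulin genes (log axes); circles are PBS libraries, squares OVA NP libraries, and bars exact 95% Poisson intervals for counting error only. Il5 of ILC2-like cells is at 178 in PBS and 29.1 in OVA NP mice post-OFC 7; the pre-OFC 1 library held 1 cell of cluster 16 and is not drawn there.

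Treg-like cells, which restrain immune responses, and CD4 T-like cells held larger shares in OVA NP–treated mice post-OFC 7 and fewer cytotoxic transcripts. Treg-like cells were 2.40% against 1.33% in allergic mice, a ratio of 1.80 (1.52 to 2.14), and CD4 T-like cells 3.15% against 1.64%, a ratio of 1.92 (1.65 to 2.24). Post-OFC 4, the ratios were 0.91 (0.79 to 1.05) and 0.95. Naive CD4 T-like cells went the other way post-OFC 7, at 0.750% against 1.11%, a ratio of 0.67 (0.53 to 0.85), and had a ratio of 0.83 (0.63 to 1.10) post-OFC 4. The cluster of CD4 T-like cells scored 2.03 for CD8 T cell markers, close to its 2.09 for CD4 T cell markers, and Ccl5, Nkg7 and Ctsw were among its leading genes. In it, the CD8 gene Cd8b1 was at 156 CPM in OVA NP and 269 in allergic mice post-OFC 7, and Cd4 at 530 and 387. Gzma, the granzyme A gene, was at 2496 against 8010 CPM in Treg-like cells (-1.68) and 977 against 8426 in CD4 T-like cells (-3.11), and Gzmb, also a leading gene of mast-like cells, was at -1.48 and -2.90. Mast cell effector genes were at medians of -2.86 and -1.90 in the same comparison. In allergic mice, Gzma had risen by 5.53 in Treg-like and 2.90 in CD4 T-like cells over pre-OFC 1. Il17a, a cytokine gene of Th17 cells, gave 0 UMIs in Treg-like cells of OVA NP mice and 87 in allergic mice, at least 42.8-fold lower. The cytotoxicity list had medians of -1.48 in Treg-like cells (2 of 3 members lower) and -0.43 in CD4 T-like cells (4 of 10 lower), against 0.52 and 0.40 post-OFC 4. Clustered without that list, the medians post-OFC 7 were -0.63 (2 of 4 lower) and -0.47 (4 of 10 lower). The Gzma level of the background itself was 763 CPM in OVA NP and 841 in allergic mice. Background RNA was estimated at 12.5% and 16.4% of the UMIs of CD4 T-like cells, and B-like cells held Gzma at 61.9 and 103 CPM. The levels in CD4 T-like cells thus lay above those in B-like cells in both libraries. Cluster 11, which held markers of NK cells and CD8 T cells, had Gzma at 6963 and 20239 CPM.

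Conventional type 1 dendritic (cDC1)-like cells, a CD103+ subset that carries antigen to lymph nodes, differed in chemokine and maturation transcripts. They held less of these in allergic mice post-OFC 7 than pre-OFC 1, and more with OVA NP treatment than without at that time. The study's flow cytometry gate for CD103+ dendritic cells also took in CD11b+ cells, so it does not match this class alone. Ccl22, which attracts Tregs through CCR4, was at 634 CPM pre-OFC 1, at 3.70 in allergic mice post-OFC 7 (2 UMIs) and at 183 in OVA NP mice (115 UMIs), a log2 ratio between the groups of 5.63 [3.74, 8.69]. Ccl17, which shares that receptor, was at 3.58 between the groups post-OFC 7, Fscn1, which encodes the maturation marker fascin, at 3.65, and the homing receptor gene Ccr7 at 1.47. Over the course in allergic mice, these fell by 3.19, 4.63 and 2.11. Aldh1a2, which makes retinoic acid, was at 0.86 between the groups and fell by 0.86 over the course. The chemokine list had a median of 2.17 for OVA NP over PBS post-OFC 7 (3 of 4 higher) and -2.40 over the PBS course. Post-OFC 4, it was at -0.18 between the groups (percentile 12.3), with 1 of 4 lower and none higher. In the same cells, 4 of 9 costimulation genes were higher post-OFC 7 (median 0.27, percentile 98.6). cDC1-like cells were 1.17% against 0.672% of cells post-OFC 7, a ratio of 1.74 (1.37 to 2.23), after 2.62% pre-OFC 1. Their numbers were small, 195 and 105 cells. The main cluster of this class also passed the marker set of mature dendritic cells, so a varying share of mature cells within it may account for the differences in these transcripts and was not tested. Clustered without the chemokine list, 97.7% of the cells were shared and the median was 2.17.

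Other innate classes also differed in share. Eosinophil-like cells, which IL-5 sustains, were 9.17% against 4.14% post-OFC 4, a ratio of 2.21 (2.02 to 2.43), and 5.34% against 1.83% post-OFC 7, a ratio of 2.92 (2.55 to 3.34). With 1 UMI minimum for all libraries, the latter became 0.985, so the difference post-OFC 7 lay among cells of low UMI count. ILC2-like cells were 2.34% against 1.47% post-OFC 7, a ratio of 1.59 (1.35 to 1.88), and ILC3-like cells had a ratio of 1.47; post-OFC 4, the ratios were 0.98 and 1.04. Macrophage-like cells had a ratio of 2.54 (1.95 to 3.35) post-OFC 7 and 0.82 post-OFC 4, the latter reversed under both higher minimums. The allergic library post-OFC 7 had the deepest cells and the highest minimum, so cells with few UMIs were kept less often in it. In ILC3-like cells, Il22, which protects the epithelium, fell by 1.99 post-OFC 7 and by 1.11 post-OFC 4 in allergic mice over pre-OFC 1. Few genes were 2-fold apart in the same direction at both times in these classes: 3 of 2385 in eosinophil-like cells (Map2k6, Smarcad1 and Ggct) and 1 of 7207 in ILC3-like cells (Mthfd1l), all higher in OVA NP mice.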

Values the study reported

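The study identified 21 cell types in the SILP. It described the PBS-treated mice of its single-cell experiment as severe reactors. They had temperature drops of at least 5°C, diarrhea and MCPT-1 levels above 100 μg/mL. The OVA NP–treated mice of that experiment had drops of at most 0.5°C, no diarrhea and MCPT-1 below 15 μg/mL. Treatment and reaction severity thus go together after the last challenge, and their effects were not tested apart. The study stated that plasma cells made up a greater proportion of cells in allergic mice and B cells a greater proportion in OVA NP–treated mice.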

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

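The gene and list values of the next 2 paragraphs were picked out because they had opposite signs for OVA NP over PBS post-OFC 7 and post-OFC 4, and the difference between the effects at the 2 times was not tested, because each group had 1 library. The rise of mast-like cells and the appearance of cluster 16 were picked out after their shares were seen. The tests of mast-like cells and of cluster 16 were chosen after the result was seen, apart from the minimum of 1000 UMIs, which like the subtraction of the background in plasma-like cells was an alternative fixed beforehand but given its bound afterwards, and clustering without the lists, which was added after seeing the data but given its bound before its own result.

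The cytotoxicity list had medians of opposite sign for OVA NP over PBS in 5 classes, mostly from few measured genes. The median was -1.48 post-OFC 7 (2 of 3 lower) and 0.52 post-OFC 4 (2 of 4 higher) in Treg-like cells, -0.43 (4 of 10 lower) and 0.40 (none of 10 past 1.5-fold) in CD4 T-like cells, -1.01 (2 of 3 lower, 1 higher) and 0.95 (2 of 3 higher) in mast-like cells, -0.74 (2 of 3 lower, 1 higher) and 2.00 (4 of 4 higher) in B-like cells, and 0.27 (2 of 6 higher, 1 lower) and -0.52 (3 of 6 lower) in pDC-like cells. In B-like and pDC-like cells, Gzma lay below its background level in each library, at 61.9 and 81.5 CPM post-OFC 7 in OVA NP mice against 763 in the background. The interferon list in cluster 11 was at 0.55 and -0.55, and the costimulation list in naive CD4 T-like cells at 0.97 and -0.39. In plasma-like cells, the immediate early list was at 0.38 and -0.17, the mitochondrial gene mt-Nd3 at 1.49 and -0.70, the heavy chain locus gene Adam6b at 1.27 and -1.28, and the histone gene Hist1h3c at -1.69 and 0.75.

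The proliferation list in plasma-like cells was at -1.05 post-OFC 7 and 0.28 post-OFC 4. The values argue against depth as its whole cause, since cells thinned to the same number of UMIs gave -1.155 [-1.64, -0.65], and a minimum of 1000 UMIs gave -1.157 [-1.32, -0.84]. They argue against background RNA as well, since its subtraction gave -1.078 [-1.26, -0.80]. A lower rate of plasma cell division in OVA NP mice may underlie the difference post-OFC 7, as a hypothesis found and tested on the same data. It does not extend to post-OFC 4, where the list was at 0.28. The cycling plasma cell cluster then held 5.96% of plasma-like cells in OVA NP and 3.83% in allergic mice. Treatment, mice and library cannot be separated with 1 library per group, and that was not tested.

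The rise of mast-like cells from pre-OFC 1 to post-OFC 7 in allergic mice was weighed in the same way. Immunoglobulin transcripts took no part in the clustering, and their share in mast-like cells was at most 0.2105 times that of the background in these 2 libraries. That share did enter the rule for background-like clusters, however. The rule left out cluster 2, led by Mcpt1 and Mcpt2, with 206 barcodes pre-OFC 1 and 5817 post-OFC 7. The low share was thus partly set by the naming. It shows that the kept class lacked the background profile, and does not decide more about free mast cell RNA. With a minimum of 1000 UMIs the ratio was still 12.14 (8.21 to 18.7). The other 14 immune classes had a median ratio of 0.7812, where a loss of other cells would raise them alike. Their ratios ranged from 0.2568 to 11.85, so these classes changed unevenly. Mast cells carried along with epithelium that was less completely stripped were not tested and remain open for the allergic library post-OFC 7, where enterocyte-like cells were 3.43% after 0.598% pre-OFC 1, but post-OFC 4 mast-like cells were already 1.41% with enterocyte-like cells at 0.458%. The number of challenges, the day and the library also go together here, and their effects were not tested apart.

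Cluster 16, nearly absent pre-OFC 1, was the last pattern weighed. Doublets of T cells with cells other than ILC2s are argued against, since the 20 most abundant genes of each such class at least 8-fold lower in T cells had a median level in cluster 16 of at most 5.21% of that in their own class. For ILC2-like cells, the corresponding medians reached 13.6% in allergic mice post-OFC 7, and their upper bounds 57.3% in allergic mice post-OFC 4, so they decide nothing. However, the product of T cell and ILC2-like shares was at most 3.078 times that pre-OFC 1 (2.18 to 4.63), where the share of cluster 16 was at least 79.37 times (13.9 to 3168). The values argue against depth too, since that ratio belongs to the allergic library post-OFC 4, with a median depth close to that pre-OFC 1. Clustering on the list genes themselves is argued against as well, since without them 94.44% of the cells stayed in 1 cluster. A population that forms with oral challenge may account for it, as a hypothesis, while day, challenge and library remain untested.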

How the results depend on the processing

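No paired analysis was possible because each group had 1 library and no test was made. Alternatives named here as 1 UMI minimum for all libraries, background-like barcodes counted as plasma-like cells, and cells led by Ighg1 were chosen after seeing the data, as were all alternatives for shares of other classes. The 9 main results gave 98 values: 79 moved by less than the counting interval or, for counts of genes, by less than 1.5 times, 17 moved by more and 2 changed direction. Here and below, a change of direction was counted only where the main interval, or for lists the percentile, was clear of no difference. The turns in sign of Il10 and of the Breg list of OVA NP spleens in B-like cells were therefore counted as moved. Of 486 values of named genes, 465 stayed within the interval, 19 moved and 2 changed direction, as did 161, 16 and 0 of 177 values of other lists, and 87, 31 and 3 of 121 values of other shares. The cause of the changes below was not tested.

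With a minimum of 1000 UMIs, the plasma-like share post-OFC 7 reversed to 1.10 (24.0% against 21.8%), the B-like share fell to 1.18, the mast-like rise to 12.1, the Ighg1 share to 0.139 and Fcer2a to -0.16, while the Breg list of OVA NP spleens came to 0.084. With 1 UMI minimum for all libraries, the corresponding values were 1.02, reversed, 1.76, 11.6 and 0.133 for the first 4. The eosinophil-like share post-OFC 7 then reversed to 0.985, and the macrophage-like share post-OFC 4 reversed to 1.45, and to 1.51 at 1000 UMIs. Counting background-like barcodes as plasma-like cells gave 0.93. Ighg1 was at 0.142 without doublet removal, 0.198 at 0.5 times the resolution, 0.163 with cells thinned and 0.164 as cells led by it. Without doublet removal, Il10 in B-like cells came to 0.94 (35 against 15 UMIs). Thinning put the Breg list at 0.042 and left 34 genes at least 2-fold apart in B-like cells (24 higher, 10 lower), and a minimum of 20 UMIs gave 326 (144 higher, 182 lower). In mast-like cells, Fcer1a post-OFC 7 reversed to -0.076 with median-of-ratios factors, and Mcpt1 post-OFC 4 to 0.032 when scaled to all UMIs.

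Over all alternatives, the MHC class II list ranged from -0.05 to 0.01, Fcer2a from -0.16 to 0.01, Il10 from -1.05 to 0.94 and Ighg1 from 0.133 to 0.211. Depth limits Il10, with 9 and 12 UMIs.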

Other observations

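All values of this part were picked out after the data were seen, and none was tested. Interferon-induced genes fell over the challenges in allergic mice in most lymphoid and dendritic classes. In pDC-like cells, the main producers of type I interferon, the interferon list had a median of -2.11 post-OFC 7 and -1.19 post-OFC 4 over pre-OFC 1. Isg15, a ubiquitin-like antiviral gene, was at -3.08 and -1.31, Ifi44 at -2.77 and -1.33, and Irf7, which drives interferon genes, at -1.46 and -1.07. The list was at -1.32 and -0.76 in ILC2-like cells, -1.01 and -0.76 in CD4 T-like cells, -0.94 and -0.74 in Treg-like cells and -0.86 and -1.06 in plasma-like cells. B-like cells were at -0.39 and -0.10, at percentiles 7.4 and 34.0, within the range of most random lists. For OVA NP over PBS post-OFC 7, the medians were 0.44 in pDC-like and 0.54 in ILC2-like cells and 1.53 in mast-like cells, where Isg15 was at 1.75 and Gbp2 at 1.53. The pDC-like cells came from 2 clusters, of which cluster 19 held 37.3% of them pre-OFC 1 and 3.75% in allergic mice post-OFC 7, and cluster 5 the rest.

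Il10 was higher in cluster 16 and in Treg-like cells than in B-like cells. Cluster 16 held 47.3% of the Il10 UMIs of the kept cells in allergic mice and 46.6% in OVA NP mice post-OFC 7, at 3811 and 4284 CPM, against 1572 and 1616 CPM in Treg-like cells. B-like cells gave 12 and 9 UMIs, at 22.2 and 14.3 CPM.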
